A study of Mus musculus with 2 samples. Its data were reported in "Acquired miR-142 deficit in leukemic stem cells suffices to drive chronic myeloid leukemia into blast crisis" (2023).

How the data were processed

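Bone marrow LSK cells, the lineage-negative fraction carrying Sca-1 and c-Kit that holds stem cells and early progenitors, were profiled by droplet-based single cell RNA sequencing with a 10x Genomics 3′ kit. Both libraries came from mice 8 to 10 weeks old that carried an inducible BCR-ABL transgene, a model of chronic myeloid leukemia (CML). One library was made from miR-142 wild-type mice (miR-142 WT CML) and the other from miR-142 knockout mice (miR-142 KO CML). There was 1 library per group, so no statistical test was run and no p-value is given. The number of mice behind each library was not stated in the labels.

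Per the labels and the file headers, the authors aligned the reads and counted unique molecular identifiers (UMIs) per gene and barcode with Cell Ranger, and the deposited values are raw UMI counts that were not normalized or filtered for cells. The Cell Ranger version in the file headers and the one in the study methods differ. The genome build was not stated for this assay. Gene positions were therefore taken from the GRCm38 reference by gene identifier, which matched 32158 of the 32285 identifiers in the files. The matrices held 1957898 barcodes with 170881210 UMIs for miR-142 WT CML and 2055088 barcodes with 187721815 UMIs for miR-142 KO CML.

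Because the deposited matrices were unfiltered, cells were called first. The cutoff was a fraction of 0.1 of the 99th percentile of UMIs over the 8000 barcodes with most UMIs, which followed the number of captured cells in the labels. As in the study methods, barcodes also needed more than 300 UMIs and under 10% mitochondrial UMIs. The resulting cutoffs were 8435 UMIs in miR-142 WT CML and 7693 UMIs in miR-142 KO CML, well above the cutoff of the study, and the mitochondrial filter removed 20 and 4 barcodes. Doublets were kept, since the study methods named no removal. Scrublet (scanpy 1.11.5) was run for an alternative without doublets. Its automatic threshold marked 0.015% of barcodes in each library and had not worked, so the top-scoring barcodes at an expected 0.8% per 1000 cells were taken in its place, which marked 300 of the WT cells (5.70%) and 345 of the KO cells (6.23%).

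Clustering followed the study methods as far as they were given. Counts were log-normalized in Seurat 5.3.0 (R 4.3.3), the 2 libraries were integrated by canonical correlation on 2000 variable genes, and the Leiden algorithm was run at resolution 0.5 on a graph of 20 neighbours over 30 components. The marker list of each cell type was fixed before the data were examined. A marker counted for a cluster when its summed count reached 20 CPM there (the count scaled to a common library total) and was at least 2-fold over the other cells. A name needed 3 such markers. A cluster stayed unnamed on a tie, or when its 10 leading genes held more markers of another type. A further rule was added after the clusters were seen: a cluster led by cell cycle genes, with no marker of its own type among its 10 leading genes, stayed unnamed. This rule kept cluster 2, with 25.8% of WT and 15.9% of KO cells, out of the lymphoid-primed class. Groups of clusters with raised Elane, raised Flt3, or raised Il7r and Icos were formed by the same 20 CPM and 2-fold rule. These groups were also defined only after the clusters were seen.

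Shares of cells carry exact (Clopper-Pearson) 95% binomial intervals. The error of a difference of shares is the root of the summed squares of both interval half-widths. The floor for a share of 0 is 3 counts of the total. Shares of cells with an Elane or Flt3 UMI were taken after each cell had been thinned at random to 10100 UMIs, which left out 506 WT and 629 KO cells with fewer. Gene levels are raw counts summed over all cells of a library and given as CPM. Their log2 ratios (KO over WT) carry exact conditional binomial 95% intervals. Medians of gene sets carry 95% intervals from 1000 Poisson draws of the counts. All of these intervals cover counting error only, not the spread between mice.

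Gene sets were fixed lists, and their genes needed a mean of 10 CPM over both libraries, which 7481 genes of all those in the files reached. The listed names Aldoa, which 2 features share, and Mx1 and Mx2, which the files do not list, were not used. Log2 ratios inside sets used a pseudocount of 0.1 CPM. Each median was placed among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. Such a percentile describes these libraries and is not a test. Values inside clusters were taken only where a cluster held 100 or more cells in both libraries, which 8 clusters did. For miR-142 seed sites, 3′ untranslated regions came from the reference annotation (longest per gene), and 7325 of the tested genes had one. A site was the heptamer ACACTAC for miR-142-3p or ACTTTAT for miR-142-5p.

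The rule for naming single genes with their ratios was set before the data were examined. It took the genes the study followed, a list of genes that check the labels and the sort, and by size the 8 genes with the largest and the 8 with the smallest CPM ratio. The genes chosen by size needed 50 CPM in one library and one direction in all 8 clusters, and 835 genes met this. Leading genes of clusters, genes near Mir142 and genes of the lists for cluster 9 were named after their values were seen. One of the genes chosen by size is not reported here. Ribosomal protein, mitochondrial, predicted, immunoglobulin and T cell receptor genes were left out of that choice. A gene was counted as over 2-fold apart when it reached 50 CPM in one library, a rule of size and not of significance.

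Alternatives were another cutoff for cells, no integration, other resolutions, clustering without the genes over 2-fold apart, removal of doublets, and no thinning. For that clustering alone, the genes left out were those 2-fold apart at 1 CPM or more in either library. Elane and Flt3 were also left out there, whatever their ratio. Sums of counts were also scaled by median-of-ratios size factors, averaged per cell, freed of the expected free RNA, or weighted to one cell type composition. Free RNA in the droplets was profiled in barcodes with 11 to 99 UMIs. Its part of the UMIs in cells, set from mast cell proteases outside the mast cell clusters, came to 3.25% in WT and 0.887% in KO. Igkc lay lower in the other WT cells than that part would give, so the WT value is an upper estimate. A cutoff of 1000 UMIs and the matching of gene lists on 3′ untranslated region length were added after the data had been seen. A list of 10 T cell genes and a list of 12 innate lymphoid genes were also written then, to ask which cells cluster 9 holds.

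The steps for gene ratios, size rule and list percentiles were tested on simulated data for the KO over WT comparison, with 7433 genes of which 200 were changed. The 95% intervals held the true ratio for 94.8% of genes, 100% of the changed genes above the CPM minimum were found over 2-fold apart, and 0 unchanged genes were. The list of raised genes came out at percentile 100, and 1% of 100 unchanged lists fell in either 2.5% tail. All simulated changes were larger than 2-fold, the noise was counting error only, and the unchanged lists were drawn at random. The simulation thus checks that the steps work as written. It does not cover smaller changes, spread between mice or genes that move together. Other software was python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The BCR-ABL transgene and mature miRNAs were not analysed here.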

Results

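To examine how loss of miR-142 bears on the leukemic stem cell compartment, LSK cells from the bone marrow of miR-142 WT CML and miR-142 KO CML mice were compared by single cell RNA-seq, with 1 library per group and thus no replicates. Each value below describes these 2 libraries, and intervals cover counting error only. The miR-142 WT CML library gave 5259 cells with a median of 19733 UMIs and 4391 genes per cell. The miR-142 KO CML library gave 5537 cells with a median of 23832 UMIs and 4608 genes. Cells held 80.4% of all UMIs in WT and 84.7% in KO, and the median mitochondrial share per cell was 2.84% and 2.01%. The number of cells depended most on the UMI cutoff: with all barcodes over 300 UMIs there were 8525 WT and 7099 KO cells, and with the cutoff doubled 3140 and 3892.

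The knockout was first checked on the host transcript of the targeted miRNA, Mir142hg (ENSMUSG00000084796), which lies on the plus strand of chromosome 11 from 87755577 to 87757270 (GRCm38) and holds the Mir142 precursor at 87756864 to 87756927. Mir142hg had 1241 UMIs in miR-142 WT CML and 20 UMIs in miR-142 KO CML (9.04 against 0.126 CPM). Its log2 ratio was -6.17 (95% interval -6.88 to -5.53), and it was lower in KO in all 8 clusters with enough cells in both libraries. The sort markers were detected in both libraries, Kit at 86.0 CPM in WT and 68.9 CPM in KO, Cd34 at 255 and 199.6 CPM, and Ly6a, which codes for Sca-1, at 96.4 and 155 CPM. Ly6a was higher in KO in 8 of 8 clusters (log2 ratio 0.69, 95% interval 0.65 to 0.72). Of further genes listed for these checks, Tal1 (log2 ratio -0.59), the mouse Bcr gene (-0.57) and the mouse Abl1 gene (-0.37) were lower in KO. Xist stood at 1074 CPM in WT and 700.1 CPM in KO, while Ddx3y, Eif2s3y, Kdm5d and Uty had from 0 to 3 UMIs per library.

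Both libraries were clustered together to ask whether miR-142 loss shifted the lineage-primed subsets of LSK cells. The cells fell into 10 clusters, of which 4 took a name from the fixed markers. Cluster 1 was HSC-like (Mecom, Hlf, Mllt3, Pdzk1ip1), cluster 6 megakaryocyte-like with erythroid genes also raised, cluster 7 lymphoid-primed-like (Flt3, Dntt, Lsp1) and cluster 8 basophil/mast-like. Clusters 2 and 4 were led by genes of the G2/M and S phases. Cluster 3 carried neutrophil and monocyte markers together, and cluster 5 had as many markers of early as of mature neutrophils. Cluster 9 was led by Calca, Il7r and Icos, and cluster 10 by Igkc and Jchain. A cluster that comes almost wholly from 1 library, as clusters 9 and 10 did, may be a trait of that library and not a cell type.

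The HSC-like share was 25.3% of WT cells (95% interval 24.1 to 26.5) and 18.2% of KO cells (17.2 to 19.2), a difference of -7.10 percentage points. Clustered without the genes that lay over 2-fold apart, it was 25.6% and 18.7%. Leaving out the integration moved this difference most, to -18.1 points (992 WT and 44 KO cells). The lymphoid-primed-like cluster then held 337 WT and 1251 KO cells, so KO cells may have changed name rather than number. Other settings made the HSC-like difference smaller: it was -4.26 points at resolution 1.0 and -1.59 points with all barcodes over 300 UMIs. With the cutoff doubled, above the median UMIs of these cells, it was -0.476 points and within counting error. The megakaryocyte-like share was 7.13% in WT and 5.27% in KO, and the basophil/mast-like share 3.59% and 5.22%. Both of these directions were the opposite with all barcodes over 300 UMIs, where the differences were 0.331 (within counting error) and -6.97 points. The lymphoid-primed-like share was 6.01% in WT and 5.26% in KO. That difference of -0.753 points was below its counting error of 0.884 points. Clustered without the genes over 2-fold apart, the WT and KO shares were 6.45% and 5.20% (megakaryocyte-like), 3.76% and 5.36% (basophil/mast-like), and 3.90% and 3.72% (lymphoid-primed-like).

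Clusters with raised Elane (clusters 3 and 5), a gene of neutrophil granules that marks myeloid priming, held 16.6% of WT cells (95% interval 15.6 to 17.7) and 36.7% of KO cells (35.4 to 37.9). Cluster 3 rose from 13.6% in WT to 25.8% in KO and cluster 5 from 3.06% to 10.8%. Elane itself differed between the libraries, but clustering without the genes over 2-fold apart gave 18.4% and 36.2%. Clusters with raised Flt3 (clusters 2 and 7), which marks lymphoid priming, held 31.8% of WT and 21.2% of KO cells, a difference of -10.6 points. This difference came mainly from cluster 2 (25.8% of WT and 15.9% of KO cells). Flt3 stood there at 2.003 times the level of the other cells, right at the threshold. The HSC-like cluster 1 had more Flt3 (68.5 CPM against 63.8 CPM in cluster 2) but fell short of the threshold at 1.94 times. The rule thus did not separate lymphoid-primed cells from HSC-like or cycling cells. The difference for Flt3-raised clusters was 16.2 points in the other direction without integration. It was -0.178 points when clustered without the genes over 2-fold apart, a setting that also left out Flt3 itself. The S-phase cluster 4 held 14.7% of WT and 9.43% of KO cells. Cluster 9 held 9 WT cells (0.171%) and 223 KO cells (4.03%), and 0.152% and 3.09% when clustered without the genes over 2-fold apart. Cluster 10 held 33 WT cells (0.627%) and 0 of 5537 KO cells, which allows a share of up to 0.0542%.

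**Figure D1:**
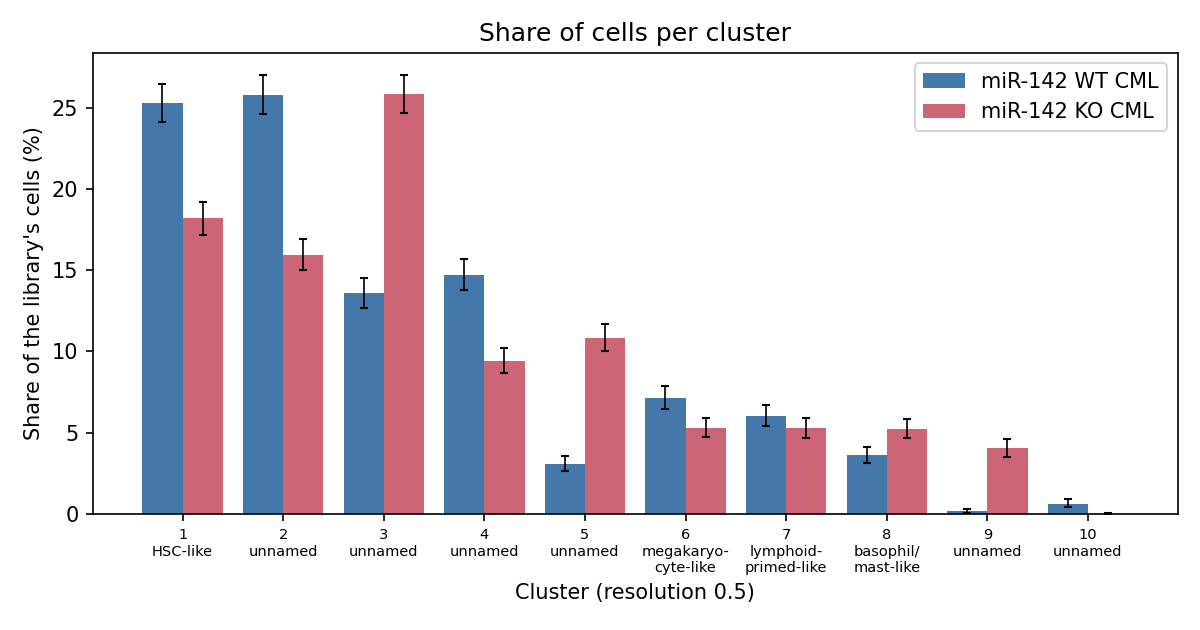
Share of each library's cells (y axis, percent) in the 10 clusters (x axis), with bars for miR-142 WT CML and miR-142 KO CML and 95% exact binomial intervals that cover counting error only. Clusters 3 and 5 were larger in KO (25.8% and 10.8%) than in WT (13.6% and 3.06%), and clusters 1, 2 and 4 were smaller.

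The same question was put without clusters, by the share of cells with at least 1 UMI after thinning to 10100 UMIs per cell. Elane was seen in 28.8% of WT cells (95% interval 27.5 to 30.1) and 69.0% of KO cells (67.7 to 70.3), and without thinning in 36.9% and 71.5%. In basophil/mast-like cells, which should lack Elane, thinned shares were 18.5% in WT and 43.6% in KO. Part of the difference may thus be background from free RNA or doublets, which was not measured. Removal of called doublets left the difference over all cells at 39.6 points. The median depths before thinning were 21397 and 26726 UMIs over all cells and 19881 and 17951 UMIs in basophil/mast-like cells. Flt3 was seen in 35.3% of WT cells (33.9 to 36.7) and 26.3% of KO cells (25.1 to 27.6), and without thinning in 52.8% and 45.7%. In megakaryocyte-like cells, taken as its background at median depths of 18981 and 16302 UMIs, Flt3 was seen in 5.03% and 4.07%. The differences were thus 40.2 points for Elane and -8.96 points for Flt3, and thinning to 1000 UMIs brought them to 27.9 and -1.79 points. With cells of 1000 UMIs or more also taken in at that depth they were 24.3 and -1.72 points.

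Next, the genes that the study followed were compared as summed counts over all cells. With scaling to library totals the median log2 ratio of all 7481 tested genes was -0.08, and with size factors it was 0.11, so each log2 ratio here is to be read against a general shift of that size. Msi2 (ENSMUSG00000069769, chromosome 11 from 88339382 to 88718513) was at 113 CPM in WT and 46.7 CPM in KO, a log2 ratio of -1.27 (95% interval -1.31 to -1.23), and was lower in KO in 8 of 8 clusters. Elane (ENSMUSG00000020125, chromosome 10 from 79886247 to 79888215) rose from 663 to 2593 CPM, a log2 ratio of 1.97 (1.96 to 1.98), with a rise in all 8 clusters. Of the alternatives, weighting both libraries to one cell type composition moved it most, to 1.40. Flt3 had a log2 ratio of -0.72 (-0.77 to -0.66) and was lower in 6 of 8 clusters, and was -0.27 when weighted to one composition.

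Of the genes tied to fatty acid transport into mitochondria, Cpt1a was at 23.3 CPM in WT and 22.6 CPM in KO (log2 ratio -0.04, 95% interval -0.11 to 0.03). That difference was not detectable at this depth, and its direction changed when weighted to one composition (0.12). Inside clusters Cpt1a was higher in KO in 6 of 8. Cpt1b had only 119 and 181 UMIs (log2 ratio 0.39, 0.05 to 0.74) and was higher in 7 of 8 clusters. Nfe2l2 was higher in KO by a log2 ratio of 0.21 (0.17 to 0.25), in 8 of 8 clusters. Mfn1, a gene of mitochondrial fusion, was higher by 0.18 (0.07 to 0.29), in 5 of 8 clusters, and by 0.07 when weighted to one composition. Prkca was lower (-0.58, -0.69 to -0.47), in 6 of 8 clusters, and stood at -0.23 when weighted to one composition. Nqo1 fell from 169 to 81 UMIs (-1.27, -1.67 to -0.88) and was lower in 7 of 8 clusters. Hmox1 had 284 and 384 UMIs, and its log2 ratio of 0.22 had an interval from 0.00 to 0.45 that included 0. In all, 5 of the 10 genes were higher in KO, with Hmox1 counted among them. The study did not claim a rise of all 10, since it reported fewer Flt3-expressing cells. Its evidence for CPT1A, CPT1B, NRF2 (Nfe2l2), PKCα (Prkca) and MFN1 was largely protein, with CPT1B mRNA also reported higher. RNA counts do not measure protein levels.

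**Figure D2:**
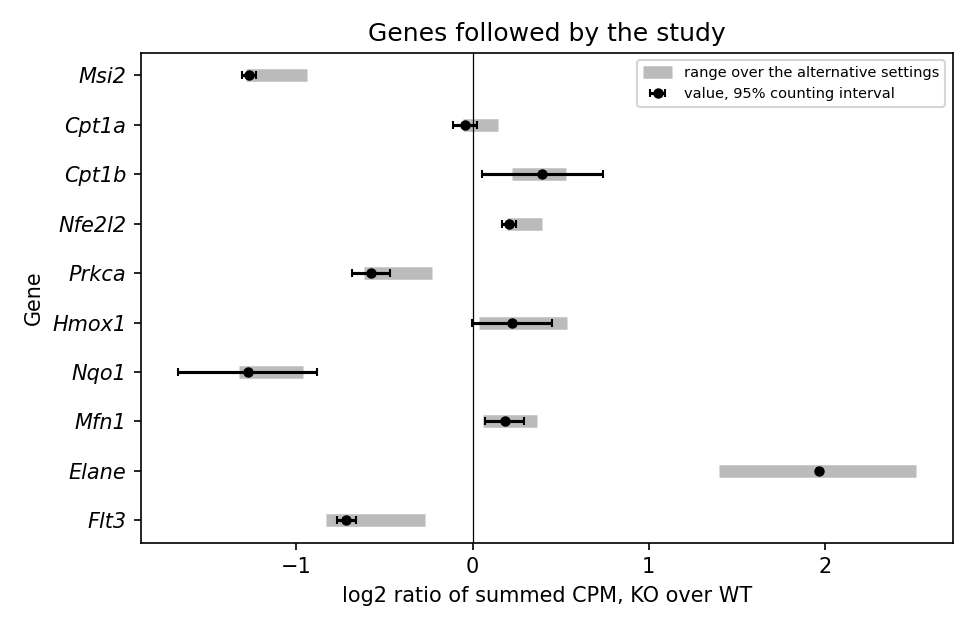
Log2 ratio of summed CPM, KO over WT (x axis), for the 10 genes the study followed (y axis); points are the values, thin bars the 95% counting intervals, and grey bars the range over the alternative settings. Elane lay highest at 1.97, and Msi2 and Nqo1 lowest at -1.27.

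Gene sets were compared because the study reported raised OxPhos, lipid metabolism, cell cycle and inflammation genes in KO clusters. The 78 nuclear OxPhos subunits had a median log2 ratio of 0.19 (95% interval 0.18 to 0.20), at percentile 100 of 10000 matched random lists, and 70 of them were higher in KO. Their median was above 0 in 7 of 8 clusters and in the top 2.5% of random lists in 6. Size factors moved it most, to 0.38, and weighting to one cell type composition lowered it to 0.11. By contrast the 13 mitochondrially encoded genes had a median of -0.45 (-0.46 to -0.43), at percentile 0, and were lower in all 8 clusters. The 24 fatty acid oxidation genes had a median of 0.05, at percentile 96.7. Their median was above 0 in 7 of 8 clusters and in the top 2.5% of random lists in 3. Over the alternatives the percentile for all cells ran from 90.1 (at least 50 CPM) to 99.45 (weighted to one composition), on both sides of that bound. The 16 glycolysis genes had a median of 0.19 at percentile 99.6, but weighting to one cell type composition brought it to -0.03 at percentile 47.3, and clusters went both ways (5 of 8 above 0). The 8 mitochondrial fusion genes had a median of 0.06 at percentile 85.3.

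The cell cycle sets were lower in KO. The 41 S phase genes had a median of -0.23 (95% interval -0.25 to -0.21) and the 51 G2M phase genes of -0.27 (-0.30 to -0.25), both at percentile 0. With size factors the medians were -0.04 and -0.08, still below the 0.11 of all tested genes. S phase genes were lower in 8 of 8 clusters and G2M phase genes in all but 1. Of the 38 interferon response genes in the files, 17 reached the CPM floor, and their median was -0.54 (-0.61 to -0.51) at percentile 0, with lower values in all 8 clusters. The 28 TNF/NF-kB response genes had a median of -0.11 at percentile 8.67. This direction was not stable: the median was 0.16 at percentile 100 with both libraries weighted to one composition, and above 0 in 6 of 8 clusters.

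**Figure D3:**
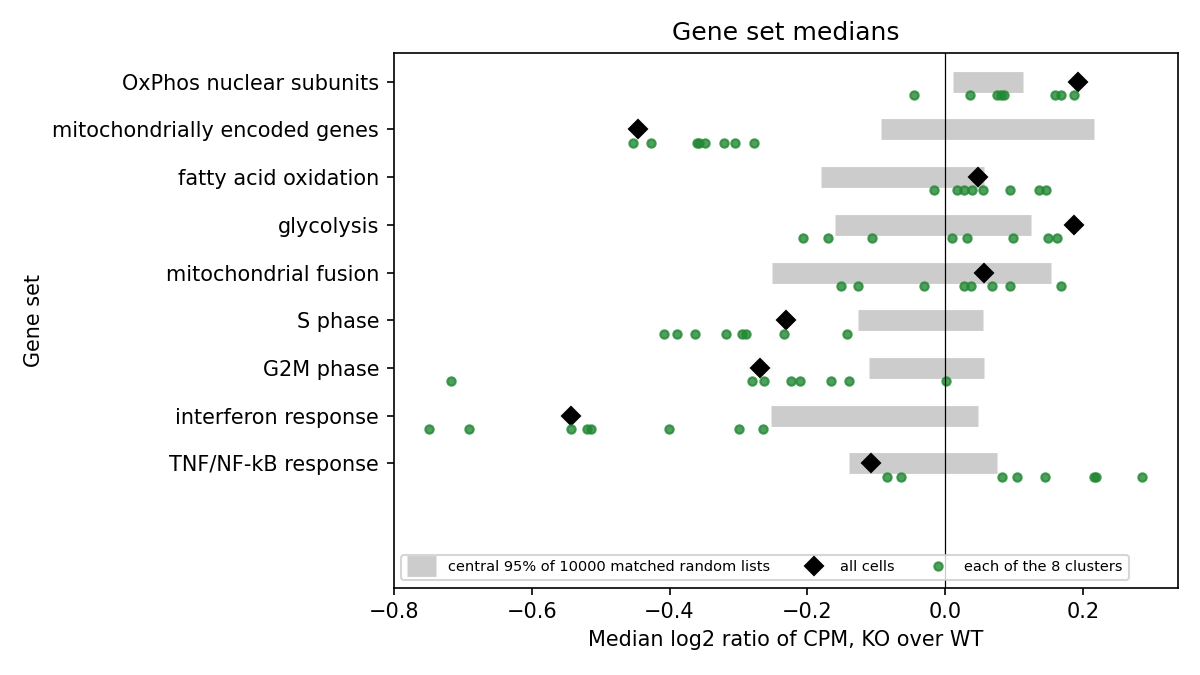
Median log2 ratio of CPM, KO over WT (x axis), for 9 gene sets (y axis); diamonds are all cells, green points each of the 8 clusters, and grey bars the central 95% of 10000 random lists matched on expression. OxPhos subunits (0.19) and glycolysis genes (0.19) lay above their bars, the latter not when weighted to one composition (-0.03), and mitochondrially encoded (-0.45), S phase (-0.23), G2M phase (-0.27) and interferon response genes (-0.54) lay below theirs.

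Loss of a miRNA would raise messages with its seed match, so genes with miR-142 sites were compared with the rest. The 484 genes with a miR-142-3p site (ACACTAC) had a median log2 ratio of -0.05, against -0.08 for the other 6841 genes, at percentile 99.5 of matched random lists. The difference between these medians was small (0.03), and the heptamer ranked 69 of 15839 heptamers by it. With genes of at least 50 CPM, the percentile was 91.8. The 1172 genes with a miR-142-5p site (ACTTTAT) went the other way, with a median of -0.12 at percentile 0.01 and a rank of 9840. Matched also on the length of the 3′ untranslated region, miR-142-5p genes lay at percentile 39.5 and miR-142-3p genes at percentile 100.

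By size alone, 40 genes were at least 2-fold higher in KO and 25 at least 2-fold lower, of 2922 genes with 50 CPM in either library. Genes higher in KO were thus 61.5% of those apart, and 76.8% with size factors (63 higher and 19 lower). The rise of Tspoap1 was the largest by the naming rule. Tspoap1 (ENSMUSG00000034156, plus strand of chromosome 11 from 87760541 to 87785928) had 552 UMIs in WT and 53825 UMIs in KO (4.02 and 338 CPM), a log2 ratio of 6.40 (95% interval 6.27 to 6.52). Inside the 8 clusters its log2 ratio ran from 5.12 to 8.00. Tspoap1 starts 3614 bp downstream of the Mir142 precursor. The other tested genes within 100 kb of Mir142 were Supt4a (log2 ratio -0.30) and Mpo (0.38).

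**Figure D4:**
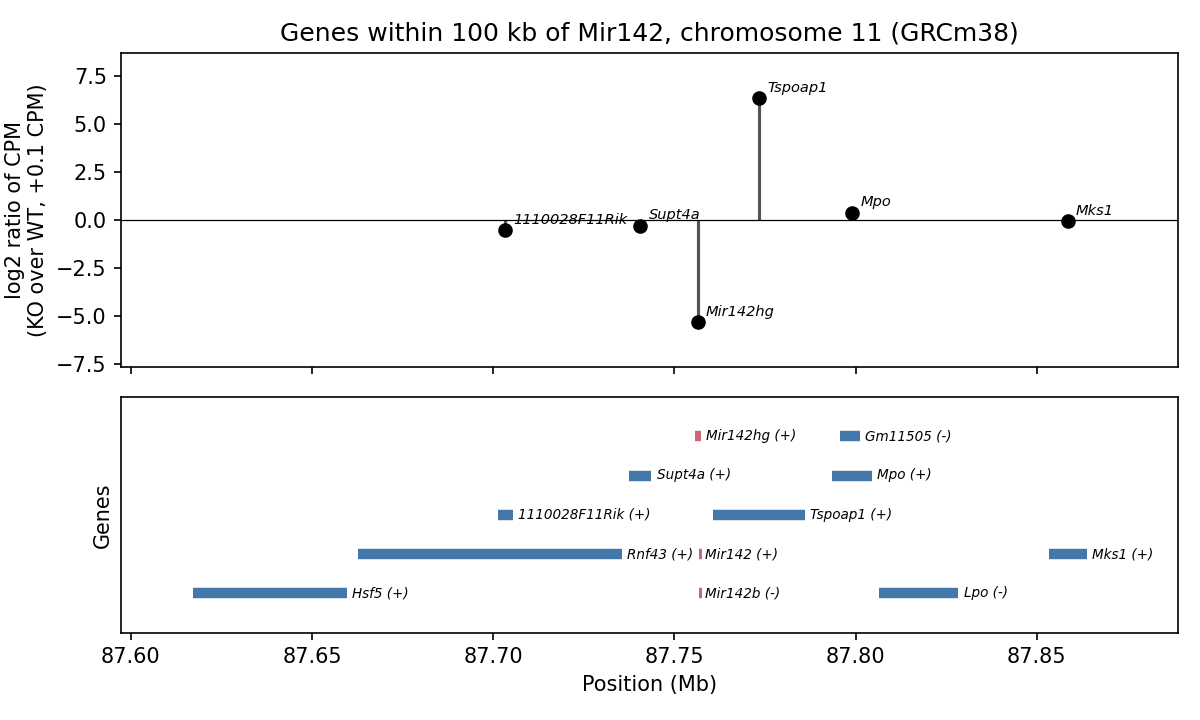
Genes within 100 kb of Mir142 on chromosome 11 of GRCm38: position in Mb (x axis), the log2 ratio of CPM with 0.1 CPM added for genes at 1 CPM or more in either library (upper y axis), and gene extents with their strand (lower panel). Mir142hg fell and the neighbouring Tspoap1 rose, while Supt4a (-0.30), Mpo (0.38), 1110028F11Rik (-0.52) and Mks1 (-0.05) lay near 0.

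Further genes higher in KO by the naming rule were Wfdc21 (log2 ratio 3.28), S100a8 (2.90), Lcn2 (2.77), Mrgpra2b (2.35), Elane, Dmkn (1.86) and Gna11 (1.76). Gna11, on chromosome 10, moved from 18.6 to 63.0 CPM (95% interval of the log2 ratio 1.70 to 1.83) and by 1.54 to 2.35 in single clusters. Genes lower in KO were Jchain (-10.67), Hlf (-2.10), Car2 (-1.77), Hist1h2ap (-1.64), Gcnt2 (-1.55), Ifi203 (-1.497) and Mndal (-1.36). Hlf, a stem cell transcription factor and 1 of the HSC markers, fell from 68.8 to 16.0 CPM (-2.17 to -2.04). Jchain counts in WT came mainly from cells of cluster 10, since its log2 ratio moved to -4.48 with both libraries weighted to one composition. Hist1h2ap has near-identical copies in the genome, and Ifi203 and Mndal overlap on chromosome 1, so counting could split their reads and their values are uncertain. None of these genes named only by size changed direction under the alternatives for summed counts, where Tspoap1 ran from 6.19 to 6.86 and Hlf from -2.12 to -1.64.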

Values the study reported

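The study reported that 8 distinct LSK clusters were found by Leiden clustering of its single cell data. It stated that LSK cells were taken 2 weeks after BCR-ABL induction, and that barcodes with 300 or fewer UMIs or with 10% or more mitochondrial RNA were discarded.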

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

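The 2 results in this part concern barcodes below the cell cutoff. The report does not count these as cells in its main setting and takes them in only in alternative settings. The tests of both results were chosen after the result was seen.

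With the cutoff lowered to 1000 UMIs, 700 WT barcodes under the main cutoff fell into clusters that were named basophil or mast cell-like, against 218 KO barcodes. They had a median of 1813 UMIs and 4.11% mitochondrial UMIs, and 5.29% of them were called doublets. Above the cutoff the same clusters held 176 WT and 289 KO cells. Droplets that hold only free RNA would show the neutrophil granule genes Elane, Mpo, Prtn3 and Ctsg near their free-RNA level. In the 700 barcodes these genes stood at 929 CPM against 5902 CPM in the free RNA, a ratio of 0.157, which argues against free RNA as the whole content. Small or damaged basophil and mast cells stay open, as does a difference in the sort between the libraries. An effect of miR-142 on such cells is also open and was not tested. The direction of the basophil/mast-like share depends on these barcodes, so it may follow from the cell cutoff: the difference was 1.63 points in the report and -5.60 points at 1000 UMIs.

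In the same way, 536 KO barcodes under the main cutoff fell into clusters with raised Il7r and Icos, against 37 WT barcodes. They had a median of 4361 UMIs and 2.04% mitochondrial UMIs, and 0% of them were called doublets. Above the cutoff these clusters held 133 KO and 7 WT cells. The granule genes stood at 502 CPM against 13553 CPM in the KO free RNA, a ratio of 0.0371, which argues against free RNA as the whole content. Their larger number in KO may reflect more such cells in the knockout marrow, a hypothesis that 1 library per group leaves untested, or a wider sort gate for that library.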

How the results depend on the processing

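The cutoff of 1000 UMIs and the match on 3′ untranslated region length were chosen only after the data had been seen, and the other alternatives were set before. Of the alternative values for results that answer a comparison, 106 stayed within counting error or on the same side, 77 moved beyond it, 4 became weaker, and 5 changed direction from a value that was beyond counting error or chance lists. Among the 77, lymphoid-primed-like shares and TNF/NF-kB medians also changed sign, from values within counting error or inside the range of random lists. For single genes, 48 stayed and 22 moved, and among the latter Cpt1a changed sign, from within counting error to 0.14 with size factors and 0.12 when weighted to one composition. Sign changes with size factors follow from their common shift of all genes. Unless stated below, the cause of a change was not tested.

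Without integration the differences in share (KO minus WT, percentage points) were -18.1 for HSC-like, 16.2 for lymphoid-primed-like, -0.758 for megakaryocyte-like, 5.63 for basophil/mast-like and 24.4 for Elane-raised clusters. The HSC-like cells were then 992 WT and 44 KO cells, and the lymphoid-primed-like cells 337 WT and 1251 KO cells. With clusters so uneven between libraries, these 2 differences may not be separate effects. The basophil/mast-like value includes a cluster of 69 WT and 316 KO cells with Calca, Il7r and Icos among its leading genes, which is also the Il7r- and Icos-raised cluster there. The other such cluster held 125 WT and 200 KO cells. For Flt3-raised clusters the difference changed direction, to 16.2. S phase genes were higher in 16.7% of those clusters against 0% in the report. At resolution 0.3 the Elane-raised and Flt3-raised differences were 16.0 and -17.8, and no cluster took the lymphoid-primed name. The Flt3-raised value there, as with all barcodes over 300 UMIs, includes the HSC-like cluster. At resolution 1.0 the HSC-like and Flt3-raised differences were -4.26 and -0.991. Clustering without the genes over 2-fold apart gave 17.8 for Elane-raised, -0.178 for Flt3-raised and 2.94 for Il7r- and Icos-raised clusters. Doublet removal gave 2.40 for the last.

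With all barcodes over 300 UMIs, WT had 8525 cells, and the differences were -1.59 (HSC-like), 0.423 (lymphoid-primed-like), 12.9 (Elane-raised), -1.17 (Flt3-raised) and 7.91 (Il7r- and Icos-raised). Directions changed for megakaryocyte-like cells, 0.331 and within counting error, and for basophil/mast-like cells, -6.97. HSC-like cells numbered 1728 WT and 1326 KO there, against 1718 and 1287 at 1000 UMIs, so the smaller difference comes mainly from other barcodes in the total, among them an unnamed cluster of 1516 WT and 351 KO barcodes with median UMIs of 359 and 371. At 1000 UMIs they were 0.393, 13.9, -1.17 and 9.31 for lymphoid-primed-like, Elane-raised, Flt3-raised and Il7r- and Icos-raised clusters, -0.153 for megakaryocyte-like cells, and in the opposite direction, -5.60, for basophil/mast-like cells. The lymphoid-primed-like value of 0.393 includes a cluster of 1 WT and 106 KO cells led by Ly6c1, Icos and Calca, which the Il7r- and Icos-raised value counts as well. The cluster with Flt3 and Dntt alone held 332 WT and 256 KO cells, the -1.17 given for Flt3-raised clusters. The doubled cutoff left 3140 WT cells and gave -0.476 (HSC-like), -3.61 (megakaryocyte-like), 0.677 (basophil/mast-like), 24.3 (Elane-raised) and -17.5 (Flt3-raised). The doubled cutoff says little about HSC-like cells: their median UMIs of 11804 and 11084 lie below it, so by construction it left 115 WT and 124 KO of them (3.66% and 3.19%).

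The difference in cells with an Elane UMI was 34.6 points without thinning, 27.9 when thinned to 1000 UMIs and 24.3 when cells of 1000 UMIs or more were also taken in at that depth. For Flt3 these were -7.11, -1.79 and -1.72, and -4.98 when 2 UMIs were asked for. Fewer UMIs per cell lower both shares by construction.

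Size factors raised all log2 medians by a common amount, to 0.38 (OxPhos), -0.26 (mitochondrially encoded), 0.24 (fatty acid oxidation), 0.38 (glycolysis), 0.24 (mitochondrial fusion), -0.0415 (S phase), -0.0791 (G2M phase), -0.35 (interferon response) and 0.0844 (TNF/NF-kB response). With both libraries weighted to one composition they were 0.11 (OxPhos), -0.37 (mitochondrially encoded), 0.0136 (fusion), -0.26 (S phase), -0.24 (G2M phase), -0.47 (interferon) and 0.16 (TNF/NF-kB). Glycolysis changed direction there, to -0.0281. Means of per-cell CPM gave -0.47 (mitochondrially encoded), 0.24 (glycolysis), 0.0933 (fusion), -0.30 (G2M phase), -0.60 (interferon) and 0.00266 (TNF/NF-kB). The doubled cutoff gave 0.17 (OxPhos), 0.0257 (fusion), -0.33 (G2M phase), -0.36 (interferon) and -0.13 (TNF/NF-kB), and the cutoff of 1000 UMIs gave -0.46 (mitochondrially encoded). With a mean of at least 50 CPM, which leaves fewer genes, they were -0.39 (mitochondrially encoded), 0.0866 (fatty acid oxidation), 0.25 (glycolysis), -0.22 (G2M phase), -0.33 (interferon) and -0.13 (TNF/NF-kB).

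For miR-142-3p sites the percentile fell to 91.8 with at least 50 CPM, where 159 genes were left. For miR-142-5p sites it was 9.35 with 8mer sites, 12.7 with the shortest 3′ untranslated regions and 39.5 when matched on their length. Genes over 2-fold apart numbered 62 higher and 57 lower at 20 CPM, 63 higher with size factors, and 26 higher and 12 lower when weighted to one composition, with 23 and 10 of them shared with the report. Depth limits the genes with few UMIs most: Cpt1b, Nqo1 and Hmox1 had from 81 to 384 UMIs per library.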

Other observations

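In this part some tests were chosen after the data or the result had been seen. These were the tests of region length, of the Tspoap1 locus, of 8mer genes and of the 2 cell type lists. Those of the cutoff of 1000 UMIs and of Igkc were also chosen then. The Msi2 test by per-cell means and the Elane tests by free RNA and by one composition used settings fixed beforehand. They were set against these explanations only after the result had been seen.

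Tspoap1 rose with a log2 ratio of 6.40. A shift in cell type shares would leave little difference inside clusters, but the smallest log2 ratio inside the 8 clusters was 5.12. Loss of repression by miR-142 would give other target genes a similar rise, but Tspoap1 has 0 seed sites in its 3′ untranslated region and the largest log2 ratio of the 565 other genes with an 8mer site was 1.76 (Gna11). Only 0.0401% of tested genes (3 of 7481) lie within 100 kb of Mir142, and Tspoap1, the gene with the largest rise of those tested, is one of them. A candidate explanation is that the knockout allele changed transcription at its own locus, for instance by read-through or by a cassette left in place. The allele's sequence was not analysed here.

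The study reported Msi2 higher in the knockout, while the summed counts here were lower. A shift in cell type shares would bring the Msi2 log2 ratio near 0, but it was -0.94 with both libraries weighted to one composition. Deeply sequenced cells would have the same effect, but the mean of per-cell CPM gave -1.22. What stays open is a difference between mice or libraries, a different measure of the mRNA, or a different set of cells within the same LSK sort. Cluster names had to be rebuilt from markers, so differences from the study in cluster results may also come from the names. At the main cutoff the HSC-like difference alone ran from -18.1 without integration to -4.26 at resolution 1.0. With all barcodes over 300 UMIs, the cutoff of the study, it was -1.59, and with the main cutoff doubled it was -0.476.

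The Il7r-led cluster came almost wholly from KO. Called doublets were 41.7% of its 223 KO cells, against 6.23% of all KO cells, and 44.4% of its 9 WT cells, so doublets may make up part of it. They are not the whole cause, since the difference in share was still 2.40 points with doublets removed. Of 10 T cell genes, 0% were raised, although Lat stood at 20 CPM or more in the other cells as well, which argues against T cells that escaped the sort. Against that reading, 2 of the fixed markers of T and NK cells, Trbc2 and Gzma, were raised in this cluster itself. At the cutoff of 1000 UMIs, 4 of these markers (Trbc2, Il2rb, Gzma, Thy1) were raised in a cluster with the same leading genes. That cluster took the name of T and NK cells there, so an NK or other T-lineage type stays open. Of 12 innate lymphoid genes, 50% were raised (Gata3 at 193 CPM, Id2 at 258 CPM, Il1rl1 at 229 CPM, Il2ra at 113 CPM, Rora and Arg1), and 1 of the 12 also reached 20 CPM in the other cells. Innate lymphoid-like cells cannot be told apart from another Il7r-expressing type, as the rest of their list stayed under 20 CPM in the cluster. Of that rest, Klrg1, Tox, Tcf7, Il18r1 and Areg were still over 2-fold higher than in the other cells, and Zbtb16 was not. Whether miR-142 loss expands such cells is open.

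Genes with miR-142-3p sites were slightly higher in KO than other genes. Region length would take the median out of the top tail, but it lay at percentile 100 when also matched on length, and a shift in cell type shares would do the same, but it lay at percentile 100 with both libraries weighted to one composition. Lost repression by miR-142-3p may contribute, as a hypothesis, and the rank of 69 among 15839 heptamers goes with it. Against it, the percentile was 91.8 at 50 CPM. The lower median of miR-142-5p genes may come from region length, since the percentile was 39.45 when matched on it.

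The HSC-like share was lower in KO. Loss of cells with 1000 UMIs or more at the cutoff would shrink the difference to near 0 at that lower cutoff, but it was -6.63 points there. The -1.59 points with all barcodes over 300 UMIs came mainly from other barcodes in the total, since HSC-like cells rose only from 1718 to 1728 in WT and from 1287 to 1326 in KO. Whether the knockout lost stem-like cells, or other cells grew in number, or the mice differed, cannot be told from these 2 libraries. By flow cytometry the study reported fewer long-term stem cells and more LSK cells and myeloid progenitors in the knockout marrow.

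Igkc and other immunoglobulin genes were far higher in WT. Of the Igkc UMIs in WT cells, 98.5% were in the 33 cells of cluster 10, so a few antibody-secreting cells and the free RNA they released are a candidate explanation. With the expected free RNA subtracted, the Elane log2 ratio was 1.97. The subtraction took only 3.25% of UMIs in WT cells and 0.887% in KO cells, so it could barely move the ratio. Free Elane RNA at that estimated level does not account for the rise, and a larger part was not tested. More myeloid-primed cells alone would bring the Elane log2 ratio near 0 with both libraries weighted to one composition, but it was 1.40. Elane also rose inside all 8 clusters, by 1.20 to 3.64. These values argue against more myeloid-primed cells as the whole cause. The drop from 1.97 to 1.40 leaves such cells open as a part of it. More Elane RNA per cell also stays open, and no replicates separate either from a difference between mice.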
